A study of Homo sapiens with 2 samples. Its data were reported in "Nutrient stress diverts RRN3 from rRNA transcription to alternative polyadenylation of autophagy mRNAs in ovarian cancer" (2025).

How the data were processed

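Genomic DNA of unsorted and of TRT-negative SK-OV-3 reporter cells was amplified over the guide cassette and sequenced, with 1 library per condition. Per the labels, the pool holds 122411 guides for 19050 protein-coding genes and 1864 microRNAs, with 1000 non-targeting controls. It was delivered at a multiplicity of infection of about 0.3, and cells were selected with puromycin at 2 µg/mL before sorting. The submitters' processing notes name MAGeCK and the build hg38. The rule for assigning reads to guides and the MAGeCK version are not given in the sources used here.

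The authors deposited raw read counts per guide, which are whole numbers summing to 12882989 in the unsorted and 12444427 in the TRT-negative library. A second table deposited by the authors holds normalized counts, a signal equal to the raw count multiplied by 0.982 in the unsorted and 1.02 in the TRT-negative library. The authors' deposited guide table gives, for each guide, a log2 ratio, a score and p-values with an FDR from a test of 1 library against 1. The authors' deposited gene table gives for each target a MAGeCK rank aggregation score, a permutation p-value, an FDR, a rank and a median log2 ratio, in the positive and the negative direction. Targets without a read in either library are left out of it, as are single guides without reads.

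The count table has 19051 protein-coding targets with typically 6 guides, 1864 microRNAs with typically 4, and 1000 non-targeting guides with 2 rows each. Both rows of every non-targeting guide hold identical counts. Rows next to each other in the table often share identical nonzero counts in both libraries, which was the case for 2555 targeting rows. This was taken as a proxy for guides with the same sequence, since sequences were not used here.

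From the normalized counts, log2((TRT-negative + 1)/(unsorted + 1)) was computed per guide with a pseudocount of 1. A guide was called enriched above the 95th percentile of non-targeting rows. Shares of guides carry exact Clopper-Pearson 95% intervals (counting error only). For named genes the median and mean over guides were set against 10000 random guide sets matched on unsorted abundance in up to 20 bins. For 20 gene lists fixed before the data were examined, the share of enriched guides was set against 10000 random gene lists matched on mean unsorted log2 abundance in up to 20 bins, and unsorted abundance against 10000 lists of the same size. A fold of a guide without unsorted reads was bounded with a floor of 3 unsorted reads, which covers read sampling only.

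Agreement between guides of a gene was described by shuffling guides among genes within each half-library 1000 times. For the alternatives, genes with at least 2 enriched guides were set against 100 shuffles each. Robust rank aggregation was rewritten after its published description, with the guides in the first 0.25 of the ranking counted. Rank aggregation, list percentiles and shuffles were tested on simulated data, made by shuffling the observed guides and changing known genes. Of 50 simulated genes with all guides enriched, 50 were among the first 200, and of 100 unchanged lists 7 lay outside the central 95% range.

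Genes were named by a rule: the first 10 targets of the deposited positive ranking, the first 5 of the negative ranking, the 10 protein-coding genes with most enriched guides (ties by median log2 ratio), all genes of the study and reporter lists, and the first 2 genes of each other list by enriched guides. Gene positions are from GENCODE 44 on hg38, with older symbols matched through RefSeq synonyms. Alternatives covered total-count and non-targeting scaling, pseudocounts of 0.5 and 5, a minimum of 30 unsorted reads, the 99th percentile, half-libraries on their own, and leaving out rows with identical counts. Subsets of the deposited guide and gene tables that repeat rows were not used. Python 3.11.15 was used with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.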

Results

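Guide DNA was counted in 2 libraries from SK-OV-3 cells, an established human ovarian cancer cell line that carried a dual-fluorescence reporter of transcriptional readthrough (TRT). The reporter was built on the stretch between COMMD3 and its downstream neighbour BMI1 on chromosome 10, with mCherry ahead of it and EGFP behind it, so that EGFP was made only when transcription ran past the end of the first gene. The cells received the GeCKO v2.0 pool of CRISPR knockout guides. One library came from the unsorted cells, and the other from cells sorted as TRT-negative (mCherry-positive and EGFP-negative), with 1 library per condition. The title of the control sample names both fluorescent proteins and could also be read as a double-positive sort. It was taken as unsorted because the design text describes unsorted cells as the counterpart of the sort, and every ratio here rests on that reading. The unsorted library held 12882989 reads and the TRT-negative library 12444427 reads over 123411 guide rows. There was no replicate of either condition, so no difference between conditions was tested, and every percentile and interval describes these libraries. Exact Clopper-Pearson 95% intervals cover counting error only, since reads from PCR are not independent molecules.

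The first question was how much of the guide pool each population still carried. Most guides had no read in either library: 94693 rows, or 76.7% of the table. Reads were found in 12956 rows of the unsorted library (10.5%, interval 10.3% to 10.7%) and 28064 of the TRT-negative library (22.7%, interval 22.5% to 23.0%). Each of the 1000 non-targeting guides fills 2 rows with identical counts, so these totals, and the counts over all guides below, include it and its reads 2 times. A detected guide had a median of 769.5 reads in the unsorted library and 66 reads in the TRT-negative library. The most abundant 1% of guide rows took 33.0% of the unsorted reads and 42.2% of the TRT-negative reads, and the Gini index was 0.947 in both.

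Of the guides seen in the unsorted library, 94.95% were also seen in the TRT-negative library. Conversely, 15762 guides, or 56.2% of those in the TRT-negative library, had no unsorted read. These guides had a median of 35 reads and held 6.22% of the TRT-negative reads. Only 654 guides went the other way, with a median of 4 unsorted reads. Across the 12302 guides seen in both libraries, the read counts had a Spearman rho of 0.654 and, on the log2 scale, a Pearson r of 0.78; these are correlations across guides, which are not independent replicates. Detection in the unsorted library rose from 9.99% of guides with at least 30 and under 100 TRT-negative reads to 65.9% of those with at least 100 and under 300, and 99.6% of those with 1000 or more. Below that range it did not rise with the count: it was 18.5% for guides with under 10 TRT-negative reads and 7.001% for those with at least 10 and under 30.

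**Figure D1:**
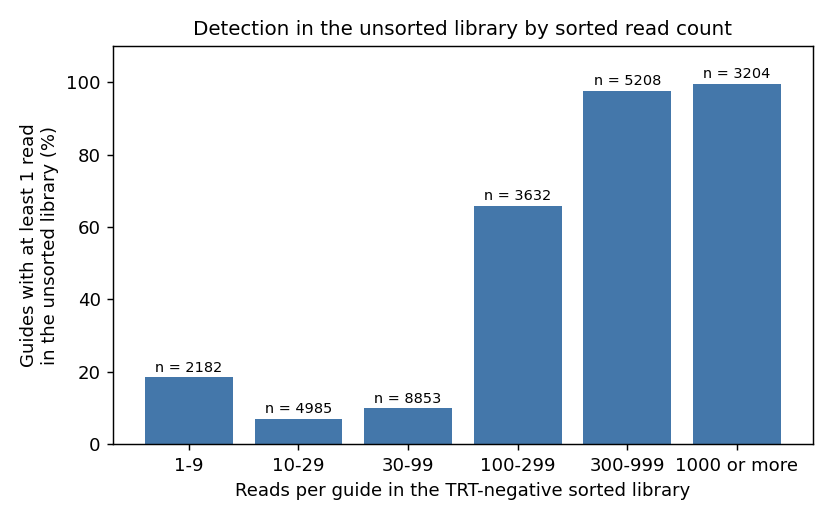
Bars show the percentage of guides with at least 1 read in the unsorted library, grouped by their read count in the TRT-negative sorted library (x axis), with the number of guides above each bar. Guides with at least 300 and under 1000 TRT-negative reads were detected in 97.6% of cases, against 7.001% of guides with at least 10 and under 30 reads.

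Guides for protein-coding genes, microRNAs and no target were compared next. Protein-coding guides were detected at 10.5% in the unsorted and 22.6% in the TRT-negative library. Guides for olfactory receptors, tissue-restricted genes used here as a background class, were close to that at 10.7% and 22.4%. MicroRNA guides were detected at 9.04% and 21.5%. Non-targeting guides stood higher, at 17.7% and 35.6%. Each of these is listed in both half-libraries, while a targeting row belongs to A or B. The classes may therefore not have started from equal representation, which was not tested.

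A guide was called enriched when its log2 ratio of TRT-negative to unsorted normalized counts exceeded the 95th percentile of the non-targeting guides, 5.93 on the log2 scale. This was reached by 3277 protein-coding guides (2.87%, interval 2.78% to 2.97%), 64 olfactory receptor guides (2.84%, interval 2.19% to 3.61%) and 207 microRNA guides (2.84%, interval 2.47% to 3.25%). Of the enriched protein-coding guides, 99.4% had no read in the unsorted library, where 60 TRT-negative reads sufficed for the call. A guide with unsorted reads rarely reached the threshold: among 10616 protein-coding guides with at least 30 unsorted reads the log2 ratio had a median of -0.64 and an SD of 1.40, and among 156 non-targeting guides a median of -0.89 and an SD of 1.33. The share of protein-coding guides was 0.499% above the 99th percentile of non-targeting guides.

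The screen asked which knockouts moved cells into the TRT-negative gate. RRN3, the factor that brings RNA polymerase I to ribosomal DNA promoters, was represented by a single guide of 6, which had 0 unsorted and 1580 TRT-negative reads. Against a floor of 3 unsorted reads this is 547-fold. That floor covers read sampling only, and gives no bound if the guide was missed when cells or DNA templates were sampled. By the same rule the non-targeting guide placed 1 in the authors' deposited table stood at 130-fold. The RRN3 guide was the 4th most abundant of the guides seen only in the TRT-negative library. The other 5 RRN3 guides had no read in either library. CHERP, a spliceosome-associated protein, had 3 of 6 guides enriched, with 90, 97 and 620 TRT-negative reads and no unsorted read. KAT5, the catalytic acetyltransferase of the TIP60 complex, had 2 enriched guides with 250 and 312 TRT-negative reads, and further guides with 50 and 11, again from 0 unsorted reads.

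In the authors' deposited table, which ranks targets by MAGeCK, HDAC6 was placed 2, SLC18A3 placed 3, RRN3 placed 5, CHERP placed 9 and KAT5 placed 18 in the positive direction. Among protein-coding genes alone these were places 1, 2, 3, 4 and 8. Ordered by the permutation p-value in the authors' deposited table in place of its rank, RRN3 came 2nd of all targets, behind a non-targeting guide, and 1st among protein-coding genes, with SLC18A3 2nd, HDAC6 4th, CHERP 8th and KAT5 22nd among them. The authors' deposited table gives an FDR of 0.468 for HDAC6, SLC18A3, RRN3, CHERP and KAT5, and no target has a positive FDR under 0.05. The rank of RRN3 in the deposited table was based on 1 guide, since guides without a read in either library were not used there, and 7779 of its 16328 targets (47.6%) were likewise ranked on 1 guide. Of the first 10 targets in the authors' deposited table, 5 were non-targeting guides, and of the first 100, 25. Non-targeting guides made up 2.25% of the deposited table.

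The leading genes differed in how many guides carried them. HDAC6, a cytoplasmic deacetylase, had a guide with 0 unsorted and 2349 TRT-negative reads, while 3 further guides were well represented in both libraries and went from 979 to 613, from 1710 to 1215 and from 2619 to 3194 reads. SLC18A3, the vesicular acetylcholine transporter, had a guide with 0 and 2152 reads and another that went from 2334 to 821. The microRNA hsa-mir-4441, placed 8 in the authors' deposited table, had 2 adjacent rows with the same 183 TRT-negative reads. With all 6 guides of each gene counted, the median log2 ratio was 3.27 for CHERP and 4.65 for KAT5, above 99.6% and 99.8% of random guide sets of matched unsorted abundance. Both were named for their place in these libraries, and genes named for their enriched guides reached as much: OR2T8, an olfactory receptor, stood at percentile 99.6, SLC1A6 at 99.6, PKM at 99.97 and DUSP9 at 99.98. It was 0.00 for RRN3, HDAC6 and SLC18A3, at percentiles 48.1, 60.9 and 46.6. The mean log2 ratio of RRN3 was 1.78, at percentile 89.5, and the means of HDAC6 and SLC18A3 stood at percentiles 98.5 and 92.01. Without the highest guide of each gene, the median was 0.00 for CHERP and 3.61 for KAT5.

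**Figure D2:**
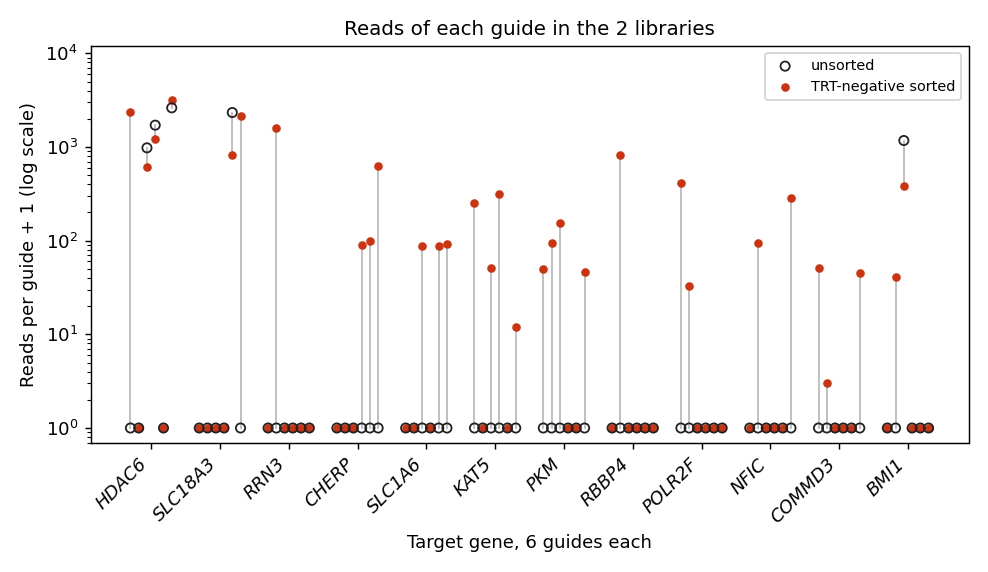
Each pair of markers is 1 guide, with reads plus 1 on a log axis, open circles for the unsorted and filled circles for the TRT-negative sorted library; a grey line joins both values of a guide, and guides with no read lie at 1. RRN3 and RBBP4 had 1 guide with reads, CHERP had 3 with 90, 97 and 620 TRT-negative reads, and HDAC6 had 3 guides with reads in both libraries.

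The highest number of enriched guides for any protein-coding gene was 3 of 6, reached by CHERP, SLC1A6, OR2T8, CXorf40B, USH1G and LCMT2. SLC1A6, a neuronal glutamate transporter, had 86, 87 and 92 TRT-negative reads, and OR2T8 had 78, 88 and 206, all from 0. CXorf40B (now EOLA2) had a median log2 ratio of 3.14, USH1G, a hair-cell scaffold protein, 3.07, and LCMT2, a tRNA-modifying enzyme, 3.02. Among genes with 2 enriched guides the highest medians were those of RBMY1J at 5.78, PKM, the pyruvate kinase of glycolysis, at 5.61, RBMY1A1 at 5.58 and DUSP9, a phosphatase of MAP kinases, at 5.50. The RBMY1 genes are near-identical copies, and 5 of the 6 rows of RBMY1A1 and 3 of RBMY1J lay beside a row with identical counts, so their reads cannot be assigned to 1 gene. CXorf40B also had 1 row beside a row with identical counts, and without such rows 5 genes had at least 3 enriched guides.

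Guides of the same gene were enriched together about as often as guides drawn at random. Of 19051 protein-coding genes, 219 had at least 2 enriched guides, against a mean of 217 and a central 95% range of 193 to 243 when guides were shuffled 1000 times among genes within each half-library. With total-count scaling, which also made the pseudocount weigh more against the reads, it was 237, above its shuffled range of 193 to 234. Whether the scaling or the weight of the pseudocount moved the count was not tested. At least 3 enriched guides were found for 6 genes against a mean of 8.41, and at least 4 for 0 genes against 0.18. In simulated data with 50 of 19051 genes enriched in all guides, 50 genes reached 4 enriched guides and 71 reached 3, while the 292 genes with at least 2 still lay within their shuffled range of 242 to 299. The count of genes with at least 2 is therefore blind to a set of that size. When instead 50 genes each were raised by a set fold in guides left at their observed detection, rank aggregation placed 3 of 50 among the first 200 genes at 4-fold, 11 of 50 at 16-fold and 22 of 50 at 64-fold. In the former simulation 4 enriched guides were reached by construction. Genes with at least 3 or 4 were not simulated at observed detection. The observed 6 and 0 genes therefore do not exclude a set of genes whose guides were mostly unread.

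**Figure D3:**
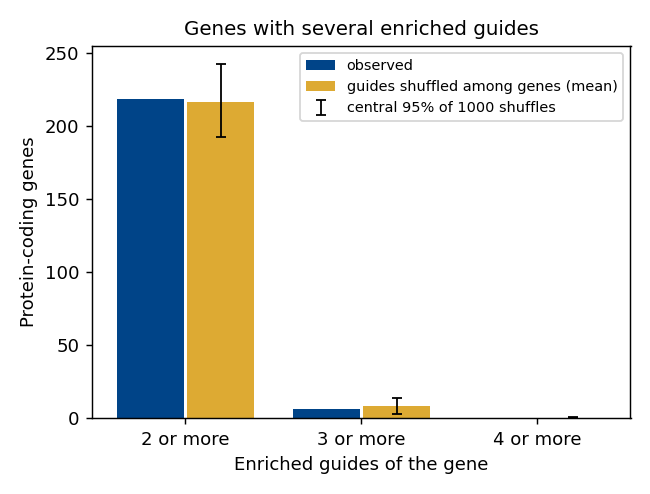
Bars give the number of protein-coding genes with at least 2, 3 or 4 enriched guides, as observed and as the mean of 1000 shuffles of guides among genes, with error bars for the central 95% of the shuffles. The observed 219 genes with 2 or more lie within the shuffled range of 193 to 243.

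The ranking was also recomputed by robust rank aggregation over all guides, those without reads included. KAT5 took rank 21, HDAC6 23, CHERP 24, SLC1A6 28, SLC18A3 35 and RRN3 50 of 21915 targets, and 41 of the first 100 places went to non-targeting guides. With each non-targeting guide entered once, which was chosen after seeing the data, RRN3 took rank 24, KAT5 3, CHERP 4 and HDAC6 5. Restricted to guides read in either library and ranked by the deposited guide score, the recomputed order had a Spearman rho of 0.984 with the deposited one across targets and RRN3 took rank 5.

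The 13 genes that the study names in its account of the screen formed a list of their own. All 13 had at least 1 enriched guide and 7 had at least 2, and 21 of their 78 guides were enriched (26.9%, interval 17.5% to 38.2%), above all 10000 matched random lists. The study chose these genes on these libraries, so this share is not independent evidence of their direction. Of those annotated to RNA polymerase I initiation beside RRN3, the histone-binding protein RBBP4 had 1 guide with 820 TRT-negative reads, and POLR2F, a subunit shared by the 3 nuclear RNA polymerases, had guides with 412 and 32. NFIC, a CCAAT-box binding factor, had 94 and 282. Among the stress-response genes, PSMD10 had 1 guide with 665 reads, UBE2D2 1 with 622, KLHDC3 guides with 119 and 105, DCTN3 132 and 89, and HMOX1, heme oxygenase, 121 and 111, all from 0. RRAGD, a Rag GTPase of the mTORC1 pathway, had enriched guides with 147 and 166 reads and another guide that went from 821 to 3536. RPL37A had a guide that went from 1 to 675 reads and another from 694 to 1130. The deposited ranks of the 13 genes lay between 5 and 175.

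Lists fixed before the data were examined tested whether whole pathways shared this behaviour, each against 10000 random lists of the same size matched on unsorted abundance. None of these 19 lists lay outside the central 95% of its random lists in its share of enriched guides. This changed with some settings: NuA4/TIP60 with NuRD lay at percentile 99.1 with at least 30 unsorted reads and 99.05 above the 99th percentile of non-targeting guides, and the RNA polymerase III machinery at 98.5 with at least 30 unsorted reads. Several lists hold genes that the study chose on these libraries, such as KAT5 and RBBP4 in NuA4/TIP60 with NuRD. Their shares are therefore not independent of that choice. KAT5 and RBBP4 had no guide with unsorted reads, so they did not enter the setting with at least 30. Of the RNA polymerase I machinery, 4 of 22 genes had an enriched guide, RRN3 and POLR2F among them, and 3.03% of guides were enriched (percentile 55.5). The RNA polymerase III machinery stood at 1.85% (percentile 29.7), with GTF3C6 and BRF1 at 1 enriched guide each. The subunits of RNA polymerase II stood at 5.56% (percentile 89.3), with POLR2J beside POLR2F. All 4 POLR2J rows with reads lay beside a row with identical counts, and without such rows the list stood at 4.41% (percentile 85.7). Other POLR2J guides went from 1322 to 1887 and from 1094 to 459 reads.

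Genes of 3' end formation and termination were of interest because the reporter reads out termination. The cleavage and polyadenylation list had 7 of 30 genes with an enriched guide and 4.44% of guides enriched (percentile 87.5). SYMPK, the scaffold of the cleavage complex, had guides with 223 and 81 TRT-negative reads, and CPSF3, its endonuclease, had 1 guide with 101. Elongation factors and the PAF1 complex stood at 1.28% (percentile 15.4), where CDK9 had a guide with 132 reads and PAF1 one with 102. Integrator stood at 3.57% (percentile 74.8), with ASUN (INTS13) and CPSF3L (INTS11) leading, the latter with another guide that went from 894 to 453. The spliceosome stood at 3.08% (percentile 66.0), led by CHERP and SRSF1, which had 73 and 89 reads, and nonsense-mediated decay at 3.33% (percentile 59.7), led by SMG9 with 99 and 73 and UPF3A with 123. The best-read SMG9 guide went from 1312 to 525 reads, and that of UPF3A from 1060 to 1772.

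Of the signalling, stress and chromatin lists, mTORC1 and AMPK signalling had 8 of 30 genes with an enriched guide and 9 of 180 guides enriched (percentile 94.2), led by RRAGD and AKT1S1. The NuA4/TIP60 and NuRD complexes stood at 4.22% (percentile 90.3), led by KAT5 and RBBP4. The autophagy core stood at 3.15% (percentile 67.1), where PIK3C3, the lipid kinase that starts autophagosome formation, had a guide with 355 reads and GABARAP one with 263. Ribosomal proteins stood at 2.16% (percentile 17.03), with RPL37A and RPS27A leading, the proteasome at 1.56% (percentile 13.2), with PSMD10 and PSMD6, and other core fitness genes at 2.94% (percentile 60.1), with RPA3 and EIF2S1. The HUSH complex and partners, which silence transgenes, had 1 enriched guide, of UHRF1 with 66 reads (1.52%, percentile 28.4), beside a UHRF1 guide that went from 1663 to 807, while SETDB1 had a guide with 51 reads that was not enriched. Neighbours of ERBB2, PNMT and STARD3 among them, had 0 of 54 guides enriched (interval up to 6.60%). Olfactory receptors, led by OR2T8 and OR51E2, stood at percentile 48.1 and microRNAs, led by hsa-mir-4315-1 and hsa-mir-4315-2 with identical counts, at percentile 44.4.

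**Figure D4:**
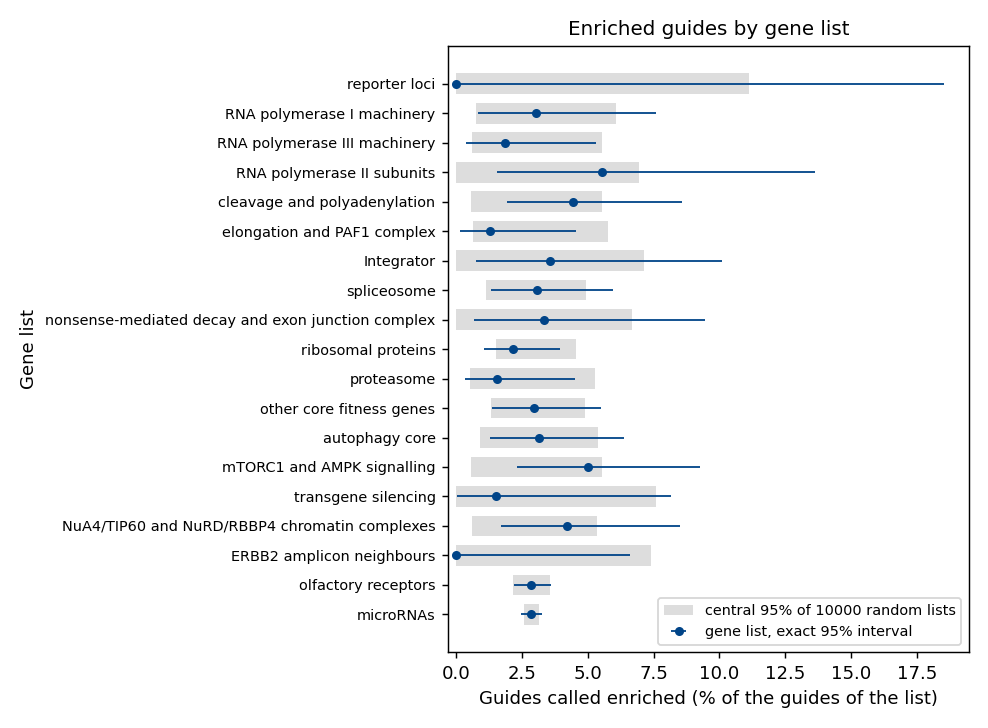
Points give the percentage of each list's guides that were enriched, with exact 95% intervals for counting error, and grey bars the central 95% of 10000 random lists matched on unsorted abundance. All 19 points lie within their grey bars, from 0% for the reporter loci and ERBB2 neighbours to 5.56% for the RNA polymerase II subunits.

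The genes from which the reporter was built had no enriched guide among 18 rows, though 22.2% were enriched with the olfactory receptor threshold (percentile 99.2), which was chosen after seeing the data. COMMD3 (hg38, chromosome 10, 22316386 to 22320306) had guides with 50, 44 and 2 TRT-negative reads from 0, and the readthrough entry COMMD3-BMI1 carried the same counts, so the 18 rows are not 18 distinct guides. BMI1 (chromosome 10, 22321099 to 22331484) had a guide that went from 1172 to 384 reads and another from 0 to 40.

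In the opposite direction, the authors' deposited table leads with a non-targeting guide that went from 225 to 0 reads, followed by RSBN1L, where 1 of 6 guides went from 755 to 0 reads. The next places went to 2 more non-targeting guides and to hsa-mir-511, which had a pair of rows that each went from 729 to 55 reads. The guide-level FDR in the authors' deposited table was under 0.05 for 16044 guides higher in the TRT-negative library and 63 lower, and 90.5% of the former had no unsorted read. That test compares these 2 libraries, not the conditions.

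In the unsorted library alone, 1 of the 19 lists, the microRNAs, lay outside the central 95% of random lists of the same size in mean guide abundance. The mean log2(normalized count + 1) was 0.92 over protein-coding guides and 1.58 over non-targeting guides. The latter are listed in both half-libraries, so this gap cannot be read as a loss of targeting guides. MicroRNA guides averaged 0.77, below all 10000 random lists of genes, and ribosomal protein guides 0.66, at percentile 2.7. All microRNA guides named here were in half-library A, and the random lists were not matched on half-library. Protein-coding guides of A and B were detected at 9.89% and 11.04% in the unsorted library, and at 22.9% and 22.3% in the TRT-negative library. How much of the microRNA gap this explains was not tested. No starting plasmid pool was analysed here, so these are levels and not changes during growth.

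The leading genes lie in hg38 as follows. RRN3 is on chromosome 16 from 15060033 to 15094311 on the minus strand, and its annotated copy RRN3P1 lies on the same chromosome from 21797750 to 21820384. CHERP is on chromosome 19 from 16517894 to 16542437, KAT5 on chromosome 11 from 65711996 to 65719604, HDAC6 on chromosome X from 48801377 to 48824982 and SLC18A3 on chromosome 10 from 49610310 to 49612720. Guide sequences were not used here, so the exon each guide cuts and its matches in copies such as RRN3P1 are not given.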

Values the study reported

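The study reported a readthrough rate of about 99.33% for the reporter in SK-OV-3 cells. It described a guide pool against 19,050 protein-coding genes, with 6 guides for each, and 1864 microRNAs, with 4 guides for each, delivered at a multiplicity of infection near 0.3. Pathways were sought among the top 200 and the top 100 genes, and RRN3, CHERP and KAT5 were named as transcription regulators within the top 10. The figure legend states that the top 10 were ranked by p value. In the authors' deposited table KAT5 was among the first 10 protein-coding genes by rank but not by p-value. Beyond the screen, the study reported that silencing RRN3 in SK-OV-3 cells raised COMMD3 and lowered the COMMD3-BMI1 fusion, as RNA and protein. In the reporter cells, silencing also enlarged the mCherry-positive, EGFP-negative population. These experiments were not analysed here.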

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

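The olfactory receptor threshold, the ranking over guides with a read in either library and the entry of each non-targeting guide once were chosen after seeing the data; the other alternatives were planned. No paired analysis was possible because each condition has 1 library, so no replicate could be left out either. Detection at a minimum of 10 reads was 9.64% in the unsorted and 20.97% in the TRT-negative library. The share of enriched protein-coding guides stayed within its interval under both scalings and both pseudocounts, and was 8.66% among guides with at least 30 unsorted reads, where the threshold was also taken anew from non-targeting guides of that depth, 0.499% above the 99th percentile, 2.68% without rows of identical counts and 5.17% with the olfactory receptor threshold. Genes with at least 2 enriched guides numbered 17 with at least 30 unsorted reads, 9 above the 99th percentile, 689 with the olfactory receptor threshold, 45 and 52 in half-libraries A and B, and 6 without the highest guide of each gene; these counts follow from fewer guides or another threshold, and those with shuffles lay within the shuffled range. Total-count scaling gave 237, above its shuffled range of 193 to 234. That setting put the counts on a smaller total, so the pseudocount also weighed more against the reads. Scaling and pseudocount were not varied apart there. Non-targeting scaling alone left the count at 219 (shuffled range 191 to 247), and a pseudocount of 5 gave 217 (182 to 235). Gene lists outside the central 95% of random lists numbered 2 with at least 30 unsorted reads (RNA polymerase III and NuA4/TIP60 with NuRD), 1 above the 99th percentile (NuA4/TIP60 with NuRD), 1 without rows of identical counts (microRNAs, below), 2 with the olfactory receptor threshold (ribosomal proteins below and reporter loci above, the latter from COMMD3 rows that COMMD3-BMI1 repeats), 1 in half-library B and 1 for the median of gene medians; the cause was not tested. About 1 list of 19 is expected outside by chance. The median log2 ratio of CHERP was 0.00 and that of KAT5 3.61 without the highest guide of each. Of 152 list shares recomputed, 118 lay within the interval of the reported share. Both numbers include the lists under non-targeting scaling, whose shares were identical to the reported ones. For unsorted abundance, 1 list (microRNAs) lay outside, 3 with total-count scaling and 2 over detected guides; the cause was not tested. RRN3 took rank 5 over guides with a read in either library, 3 with each non-targeting guide also entered once, and 24 over all guides with them entered once. RRN3 has no value with a minimum of 1 or 30 unsorted reads, since none of its guides was read there.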

Other observations

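Among the tests below, only that of the correlation between well-read guides of a gene was set before its result was seen; the others, and the union of fitness lists, were chosen afterwards.

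Guides for genes that most cells need were, over a union of lists, rarer than those of random genes in both libraries. Over the union of ribosomal proteins, the proteasome, the spliceosome, the RNA polymerases and other core fitness genes (260 genes, 1556 guides), 8.55% of guides were detected in the unsorted library, against a central 95% range of 8.91% to 12.1% in random lists (percentile 0.82). In the TRT-negative library 19.9% were detected, against 20.4% to 24.8% (percentile 0.635). Of the lists in the union, only the RNA polymerase I machinery in the unsorted library (5.30%, percentile 2.28) and ribosomal proteins in the TRT-negative library (17.3%, percentile 0.425) lay below percentile 2.5 on their own. Others lay within: in the unsorted and TRT-negative libraries, RNA polymerase II subunits were at percentiles 59.6 and 77.4, the spliceosome at 16.5 and 50.7 and other core fitness genes at 29.9 and 49.7. Lists outside the union were low as well, microRNAs at percentiles 0 and 0.21 and elongation factors with the PAF1 complex at 0.63 in the TRT-negative library. Rarity in the TRT-negative library was therefore not particular to the union. In the unsorted library this rests on the microRNAs, whose random lists were not matched on half-library.

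Among guides with at least 30 unsorted reads, a different set of genes led the rank aggregation. PXN, the focal adhesion protein paxillin, had 2 such guides that went from 1493 to 6619 reads in sum, and FAM3D had 2 that went from 2071 to 9099. GAGE10 came next on 1 guide that went from 37 to 495 and lay beside a row with identical counts. ARHGAP44 went from 294 to 1179 and RNF152, a ubiquitin ligase of the lysosome, from 2016 to 8665, each on 2 guides. These genes were named after their values were seen.

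Non-targeting guides held 25 of the first 100 places of the authors' deposited ranking, although they have no target. A candidate explanation is that each was entered 2 times with the same count, which rank aggregation reads as a pair of guides in accord. With the deposited convention rebuilt, 26 of the first 100 were non-targeting, and 1 was when each was entered once, where their share of targets gives 2.25. No biological explanation was tested for this pattern. The microRNA hsa-mir-4441, with 2 adjacent rows of the same count, is the only other target of the first 100 for which adjacent rows with identical counts belong to the same target.

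The second pattern is the 15762 guides seen only in the TRT-negative library. Read depth is argued against: at their TRT-negative frequencies only 272 guides would be expected without an unsorted read. With all rows, slightly more genes than shuffled held at least 3 guides seen only in the TRT-negative library (610 against 529 to 609). The same held for at least 4 (81 against 44 to 74). Without rows of identical counts both lay within the shuffled range (508 against 435 to 508, and 55 against 33 to 58). The former was at its upper edge. Knockout of the targeted gene as the main reason is still argued against by olfactory receptor guides. Of these, 12.37% were seen only there, against 12.65% of other protein-coding guides. Sampling of fewer cells or DNA templates in the unsorted library may account for it, since 97.9% of its guides stayed with 50% of the reads and detection rose from 9.99% at 30 to under 100 TRT-negative reads to 99.6% at 1000 or more, although guides with under 10 reads, at 18.5%, stood above the former; low-level reads from another library cannot be told apart from this, as the median of 35 reads per guide fits both and no other library of the run was used here. The RRN3 guide, with 1580 reads, lies far from that median, at a count where 99.6% of guides had unsorted reads, and neither explanation was tested for it.

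The third pattern is the set of 3277 enriched protein-coding guides. If knockout effects were the main reason, other guides of the same gene would be enriched as well. A guide was entered here once for each other enriched guide of its gene. Without rows of identical counts, 1823 such entries were seen only in the TRT-negative library. Of these, 21.4% were enriched, within the shuffled range of 19.7% to 24.8%, against 22.3% of all guides seen only there. An exact interval is not given, since repeated entries are not independent. Guides with unsorted reads can hardly reach the threshold; with them included it was 12.001% of 3283 against 12.7%, and with rows of identical counts kept too 11.2%, just under the shuffled range of 11.3% to 14.1%. Among guides with at least 30 unsorted reads, without rows of identical counts, the log2 ratios of 2 guides of a gene had a mean correlation of -0.00248 over 1649 genes, within the shuffled range of -0.0489 to 0.0483 (with such rows 0.0113 over 1963 genes, range -0.0418 to 0.0413), but 0% of the enriched guides had that many unsorted reads, so this value says nothing about the set. The share of 21.4% argues against gene effects as the main reason for the set and leaves open an effect of single genes such as CHERP, KAT5 or RRN3, which these libraries alone cannot show for a gene with 1 read guide.

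At least 2, 3 and 4 guides were detected in the unsorted library for 2392, 468 and 104 genes, against shuffled ranges of 2287 to 2405, 309 to 375 and 19 to 40. In the TRT-negative library they were detected for 7537 genes, below the range of 7689 to 7830, and for 2686 and 679, above those of 2468 to 2595 and 463 to 537. Without rows of identical counts, at least 2, 3 and 4 guides were detected in the unsorted library for 2043, 276 and 29 genes, against ranges of 1920 to 2026, 231 to 288 and 11 to 28. In the TRT-negative library they were detected for 6855, 2229 and 427 genes, against 6799 to 6942, 2003 to 2123 and 337 to 407.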
